A study of Homo sapiens with 28 samples. Its data were reported in "The transcription factor ZNF469 regulates collagen production in liver fibrosis" (2025).

How the data were processed

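Gene expression was measured by RNA-Seq in cultures of primary human hepatic stellate cells (HSCs), the liver cells that deposit collagen when fibrosis develops. The cultures were treated with recombinant TGF-β1 (TGFB1), a cytokine that activates HSCs, or left untreated. The labels describe 28 samples, which were 14 libraries sequenced in 2 runs each. The 14 libraries formed 4 groups. At day 4, on the culture surface labelled COLCOAT, there were 4 untreated and 4 TGFB1 libraries. At day 7, on the surface labelled NOCOAT, there were 3 untreated and 3 TGFB1 libraries. The labels do not spell out these surface names. No library was from day 4 on NOCOAT or from day 7 on COLCOAT, so day and surface changed together and could not be separated. The groups are called by day below. All libraries carried the same cell code in their labels, which do not say whether the replicates were separate cultures or separate libraries of 1 culture.

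The authors deposited 1 table of raw counts per gene, with both runs of a library already merged into 1 column. According to the study's methods, stranded poly(A)-selected libraries were sequenced as paired reads of 51 bp. The reads were mapped with STAR 2.7.3a within EQP 2.5 to the human genome of Ensembl release 98 (GRCh38), and genes were quantified with PISCES. The deposited counts were whole numbers, but they can be rounded estimates, since PISCES shares reads between transcripts. Whether strand was used in counting is not stated, so where a named gene overlaps a counted gene with over 10% of its counts, the report names the one with the most counts as a limit. The methods give no trimming or duplicate filter for these libraries. The table held 24766 Ensembl genes, of which 10 had no count in any library. A gene symbol was found for 24631 of the identifiers in the GENCODE 44 annotation of GRCh38, and 135 had none. Coordinates are from that annotation, 1-based. The total count per library ranged from 29636660 to 44837050. Every column of the table was matched to a library by its title.

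The counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the 4 groups as the design, which left 16927 genes holding at least 99.9% of the counts of every library. Library sizes were scaled by the trimmed mean of M values (TMM). A quasi-likelihood model with 1 mean per group was fitted to all 14 libraries (glmQLFit and glmQLFTest), so that the 4 groups shared 1 estimate of the spread. The contrasts were TGFB1 against untreated at day 4, the same at day 7, the difference between these effects (day 7 minus day 4), and day 7 against day 4 within the untreated and within the TGFB1 libraries. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.01 together with an absolute log2 fold change above 0.5, the thresholds the study used for its other RNA-Seq comparisons. The standard error (SE) of a log2 fold change was its size divided by the square root of the F statistic. Expression is given as mean ± SD of CPM, computed with the cpm function of edgeR on the TMM-scaled library sizes. Where every library of a group had 3 or fewer counts of a gene, the fold change was replaced by a bound computed at 3 counts. Intervals and floors of this kind cover counting error only.

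Gene lists were tested with camera in limma 3.58.1 on voom values, two-sided, with a preset inter-gene correlation of 0.01. The p-values of 13 lists in both treatment comparisons (26 tests) were adjusted together, and a list was called at an adjusted p of at most 0.05. The same tests of the difference between the effects were adjusted over their own 13. Of these lists, 4 came from the study's text: a marker panel whose response to TGF-β the study plotted, collagen-containing matrix genes, transcription factors taken from its screen, and genes it names as lower after ZNF469 knockout. The others were all collagens by symbol, TGF-beta feedback, contractile, proliferation, inflammatory, cholesterol synthesis, interferon response, stellate quiescence, and hypoxia and glycolysis genes. Markers of immune cells, hepatocytes, endothelial cells and cholangiocytes were used only to look for reads of other cells. The relation of ZNF469 to COL1A1 was measured across the 14 libraries as deviations from the group means of log2(CPM + 1), with 100000 permutations within groups, two-sided.

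The groups, contrasts, thresholds, lists, the rule for naming genes and most alternatives were fixed before the data were examined. Genes named in the text are the members of the 4 study lists, except 1 that counts in the list results without being named, and for each treatment comparison and for the difference between the effects the 5 called genes with the largest positive and the 5 with the largest negative log2 fold change. These top genes had to have a symbol and a mean of at least 5 CPM over the 14 libraries, and for a treatment comparison no overlap between the libraries of the 2 groups. Other genes are named only where they overlap a named gene, lie at the floor or bear on a test, and these were chosen after their values were seen.

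The alternatives to these settings were DESeq2 size factors and upper-quartile scaling in place of TMM, the Wald test of DESeq2 1.42.0, no filter on low counts, a filter at a mean of 1 CPM, only the compared groups in the fit, the replicate number as a block, other thresholds, and leaving out each library in turn. For the gene lists, camera with an estimated correlation and fry were tried. Chosen after seeing the data were total counts as the only scaling, replicate 4 as a batch term, day 4 replicates 1 to 3 only, and removal of each library's trend with GC content or with transcript length. The code was tested on simulated data made from the means and sizes of the real libraries, with 200 of 16692 genes changed at day 4. edgeR recovered 197 of them (98.5%) with 4 false calls at day 4 and 0 false calls at day 7, where nothing had been changed. For the difference between the effects it recovered 182 (91%) with 2 false calls. In the same simulation camera gave a list of 20 changed genes an adjusted p of 1.15e-161 and a list of 20 unchanged genes 0.768. The changed genes averaged at least 1 CPM and changed by at least 1 on the log2 scale. Genes were drawn independently, and no replicate was shifted. The simulation thus tested the code and does not give the recovery of smaller changes or of correlated lists in the real libraries. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.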

Results

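To describe the transcriptional response of HSCs to TGF-β, 14 RNA-Seq libraries of cultured primary human HSCs were compared in 4 groups. The day 4 groups (surface labelled COLCOAT) held 4 untreated and 4 TGFB1 libraries, and the day 7 groups (surface labelled NOCOAT) held 3 untreated and 3 TGFB1 libraries. The total count per library was 30137969 to 32524125 in untreated day 4, 29814280 to 40483371 in TGFB1 day 4, 33370539 to 44837050 in untreated day 7 and 29636660 to 30525826 in TGFB1 day 7. The 10 most abundant genes took 14.5% ± 0.435 (SD, n = 4) of the counts in untreated day 4 libraries and 21.6% ± 0.398 (n = 4) in TGFB1 day 4 libraries. At day 7 these shares were 16.3% ± 0.0901 (n = 3) and 18.6% ± 0.260 (n = 3). Counts of any 2 libraries of a group differed by more than sampling noise, with a chi-square per degree of freedom between 1.98 and 22.9, which does not show whether they came from separate cultures. Each library was taken as a replicate because the labels give it a replicate number. Reads from the mitochondrial genome made up 3.13% ± 0.0242 and 2.88% ± 0.348 of the counts at day 4 and 4.07% ± 0.242 and 3.81% ± 0.144 at day 7 (untreated and TGFB1, n as above).

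Principal component analysis of log2 CPM separated the 4 groups. The first component held 44.3% of the variance and placed the TGFB1 libraries on 1 side of the untreated libraries of the same day. The second component held 19.1% and separated the TGFB1 libraries of day 4 from those of day 7. Replicate 4 of both day 4 groups lay apart from replicates 1 to 3. The median SD of log2 CPM across genes was 0.11 in untreated day 4 and 0.12 in TGFB1 day 4 with all 4 replicates. It was 0.075 and 0.087 with replicates 1 to 3 and 0.063 and 0.079 in the untreated and TGFB1 groups of day 7. The labels give no batch, and a batch made of replicate 4 would hold 1 library per arm, too few for a value of its own. Some results are therefore also given without both replicate 4 libraries.

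**Figure D1:**
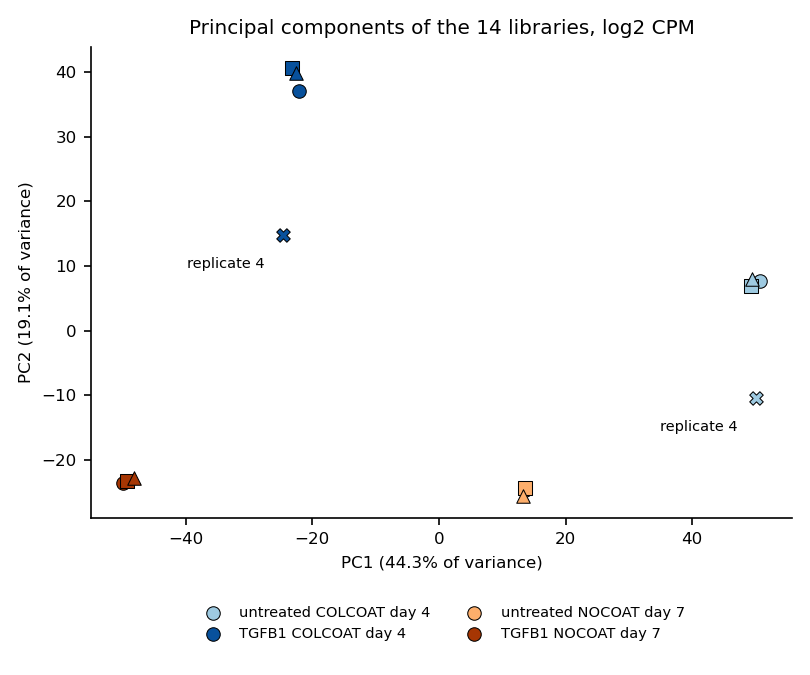
Principal components 1 (x axis, 44.3% of the variance) and 2 (y axis, 19.1%) of log2 CPM for the 14 libraries, with 1 color per group (light and dark blue, untreated and TGFB1 at day 4; light and dark orange, untreated and TGFB1 at day 7) and circles, squares, triangles and crosses for replicates 1, 2, 3 and 4. The groups are separated, and both crosses lie below replicates 1 to 3 of their group.

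ZNF469 was the gene whose response to TGF-β the study asked about in these cultures. It encodes a zinc finger protein and lies on chromosome 16, plus strand, from 88382959 to 88440757 (GRCh38, ENSG00000225614). Its longest annotated transcript has 3 exons and 13770 nt, and no other counted gene overlaps it. ZNF469 was read in every library, with 1576 to 3233 counts. At day 4 it averaged 62.2 ± 6.69 CPM in untreated and 70.4 ± 2.51 CPM in TGFB1 cultures (n = 4 each). The log2 fold change was +0.18 (SE 0.059, edgeR adjusted p 0.0218), which did not pass the threshold, and the highest untreated library (replicate 4, 70.8 CPM) lay above 3 of the 4 TGFB1 libraries. At day 7 ZNF469 averaged 68.7 ± 1.21 CPM in untreated and 55.7 ± 2.58 CPM in TGFB1 cultures (n = 3 each). The log2 fold change was -0.30 (SE 0.069, edgeR adjusted p 0.0026), and all 3 TGFB1 libraries (52.7, 57.1 and 57.3 CPM) lay below all 3 untreated libraries (67.3, 69.3 and 69.5 CPM). The adjusted p passed 0.01 at day 7, but neither change passed the fold change threshold of 0.5. The effects differed between the days by -0.48 (SE 0.091, edgeR adjusted p 0.00275), also within the fold change threshold. It passed that threshold without untreated day 4 replicate 4 (-0.55) and without TGFB1 day 7 replicate 3 (-0.50). Its adjusted p lost the threshold of 0.01 in 3 of the 14 fits without 1 library, reaching 0.0122 without TGFB1 day 7 replicate 1, and with scaling by total counts (-0.31, edgeR adjusted p 0.0299, and 3.79e-06 to 0.0299 over 11 alternatives). The alternative that moved the day 4 effect most was scaling by total counts, which gave -0.056 (edgeR adjusted p 0.453, and 1.15e-04 to 0.453 over 12 alternatives). That scaling also shifted the median of all genes by -0.23. With day 4 replicates 1 to 3 only, the day 4 effect was +0.26 (edgeR adjusted p 1.15e-04).

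**Figure D2:**
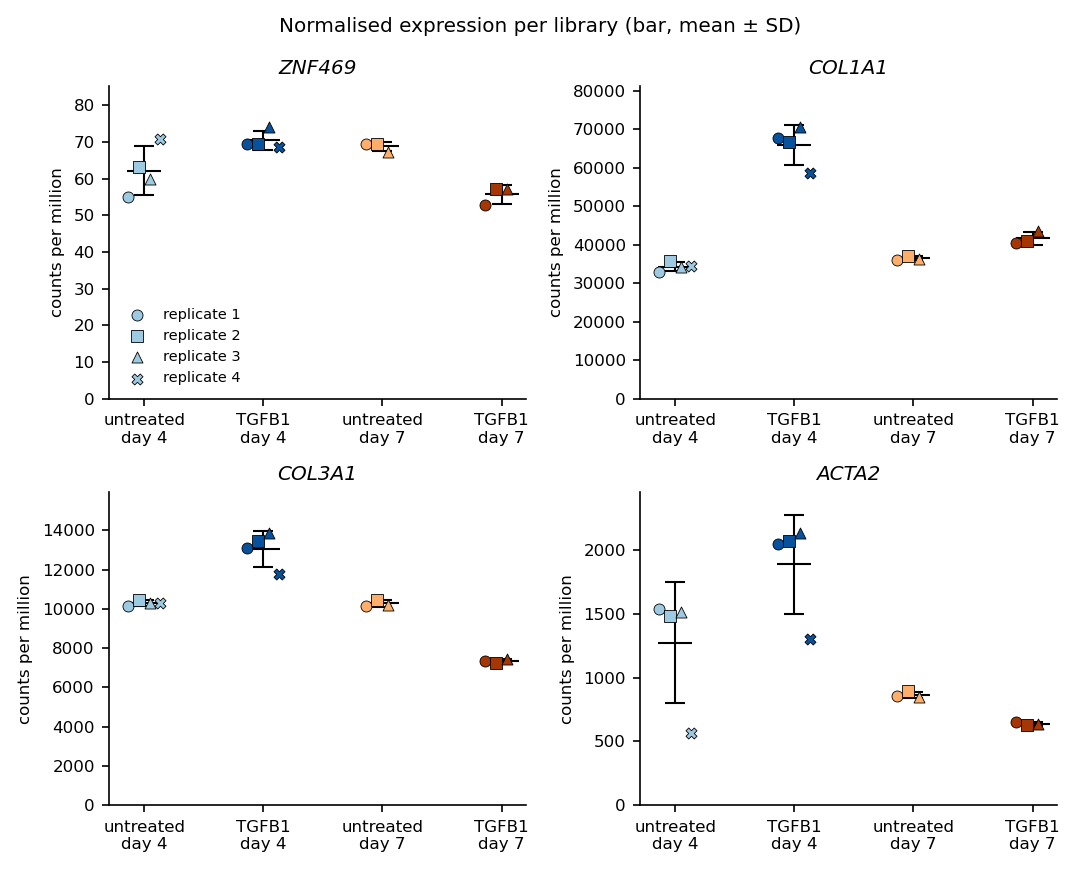
Normalized expression (CPM, y axes from 0) of ZNF469, COL1A1, COL3A1 and ACTA2 in each library by group (x axes), with marker shapes for replicates 1 to 4 and bars for the group mean ± SD (n = 4 at day 4, n = 3 at day 7). ZNF469 stayed between 52.7 and 74.1 CPM, while COL1A1 rose from 34252 to 65826 CPM at day 4 and from 36416 to 41633 CPM at day 7.

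TGFB1 changed 2510 of 16927 genes at day 4 (14.8%), 954 upward and 1556 downward. The number was 2542 without replicate 4 of both arms, 2304 of them shared. The alternative that moved it most without changing a threshold was scaling by total counts, with 3581 calls, of which 15.9% were upward in place of 38.01%. Of the called genes that met the naming rule, the largest increases were those of XRCC4, CDKN2B, HAPLN1, CNTN1 and XYLT1, with log2 fold changes of 3.16, 3.14, 3.03, 2.99 and 2.90. CDKN2B rose from 47.7 ± 7.34 to 420 ± 10.2 CPM (n = 4 each, edgeR adjusted p 8.07e-14). XRCC4 rose from 5.14 ± 0.993 to 46.05 ± 6.52 CPM (edgeR adjusted p 3.86e-12), with the limit that it shares 366 bp with TMEM167A on the other strand, a gene that had 320% of its counts. The largest decreases were those of ADH1B, SLC6A4, COLEC12, CHRM2 and GAS1. ADH1B averaged 30.6 ± 16.1 CPM without TGFB1. With TGFB1 it had 0 counts in replicates 1 to 3 and 3 counts in replicate 4, so it was at least 273-fold lower. SLC6A4, COLEC12, CHRM2 and GAS1 changed by -6.38, -4.76, -4.56 and -4.41 on the log2 scale. GAS1 fell from 72.5 ± 10.1 to 3.40 ± 0.410 CPM (edgeR adjusted p 2.42e-14). The TGFB1 means of SLC6A4 (0.277 CPM) and CHRM2 (2.94 CPM) rested on replicate 4 in part, without which they were 0.169 and 1.96 CPM.

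At day 7 TGFB1 changed 1805 of 16927 genes (10.7%), 626 upward and 1179 downward. The largest increases that met the naming rule were those of CNTN1, PCDH9, GABBR2, HAPLN1 and WNT5B (log2 fold changes of 2.51, 2.40, 2.38, 2.31 and 2.18). PCDH9 rose from 6.18 ± 0.318 to 32.8 ± 0.906 CPM (n = 3 each, edgeR adjusted p 1.65e-09). WNT5B overlaps FBXL14, which had 17.0% of its counts. The largest decreases were those of ADH1B, SLC6A4, OGN, RSPO3 and C3. ADH1B averaged 3.77 ± 0.0250 CPM without TGFB1 and had 0 counts in all 3 TGFB1 libraries, so it was at least 36.9-fold lower. SLC6A4, OGN, RSPO3 and C3 changed by -7.03, -5.13, -4.39 and -4.32 on the log2 scale. OGN overlaps CENPP, which had 55.6% of its counts, and C3 overlaps GPR108, which had 20.3% of its counts. C3 fell from 264 ± 1.57 to 13.2 ± 0.255 CPM (edgeR adjusted p 2.33e-15). The fitted change of SLC6A4 is uncertain, since its TGFB1 libraries had 0 to 6 counts. Its mean in these (0.0991 CPM) was 0.0510 CPM without replicate 2.

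To ask whether the effect of TGFB1 differed between the settings, the effects were compared gene by gene. Of the genes called at either day (2969), 1346 were called at both. Of these, 429 were higher at both days, 906 were lower at both and 11 went in opposite directions. Across the 16927 genes, which are not independent replicates, the log2 fold changes had a Pearson r of 0.667 and a Spearman rho of 0.621. Among genes called at either day the slope of day 7 on day 4 was 0.719. The difference itself was called for 411 genes, 184 above 0 and 227 below 0. In 286 of these the effects had the same sign, and the day 7 effect was the smaller in 233 and the larger in 53. In the other 125 the signs were opposite. Of the 1164 genes called only at day 4, 156 had a called difference, and of the 459 called only at day 7, 48 had one. The remaining genes called at only 1 day were thus not shown to differ. Without TGFB1 day 4 replicate 4 the difference was called for 817 genes, and without replicate 4 of both arms for 882, of which 402 were among the 411. Scaling by total counts moved the share above 0 from 44.8% to 81.1% of 684 calls and the median of all genes by 0.17.

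The largest differences above 0 that met the naming rule were those of IFI6 (2.04), IFIT1 (2.03), DGKI (1.87), OAS3 (1.84) and SLC40A1 (1.62). IFI6 fell from 21.8 ± 4.40 to 13.8 ± 1.11 CPM at day 4 and rose from 12.8 ± 0.482 to 33.4 ± 2.10 CPM at day 7 (edgeR adjusted p of the difference 2.06e-06). SLC40A1 fell at both days, and its difference lost its call in 8 of the 14 fits that each left out 1 library, with an adjusted p of up to 0.0545 without TGFB1 day 7 replicate 1. The largest differences below 0 were those of BMP6 (-1.995), CRISPLD2 (-1.81), INMT (-1.53), CCL2 (-1.49) and PTPRN (-1.39). BMP6 rose from 12.6 ± 1.27 to 60.005 ± 4.63 CPM at day 4 and from 16.4 ± 0.366 to 19.6 ± 0.837 CPM at day 7 (edgeR adjusted p of the difference 2.40e-08). CCL2 changed by -0.31 at day 4 and by -1.80 at day 7. Counts of IFIT1, DGKI and BMP6 have a limit, since they overlap LIPA, RPL6P19 and TXNDC5, which had 545%, 114% and 2559% of their counts.

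**Figure D3:**
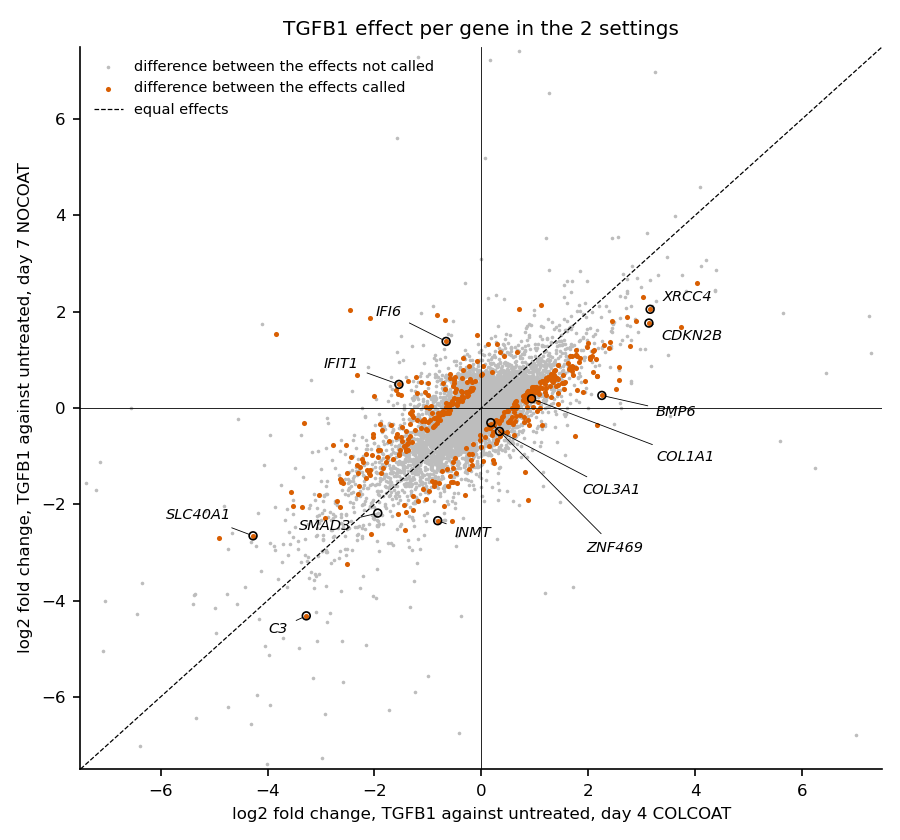
Log2 fold change of TGFB1 against untreated for each tested gene at day 4 (x axis) and day 7 (y axis), with 1 point per gene, orange where the difference between the effects was called (411 genes), a dashed line of equal effects, and 6 of 16927 genes outside the axes. Most orange points in the upper right lie below the line, as for COL1A1 and BMP6, and IFI6 and IFIT1 lie to the left of 0 and above 0.

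Genes the study singled out were examined as 4 lists fixed in advance. Counts of calls adjusted over the list alone equalled those adjusted over all genes tested for each list and day. The marker panel held genes whose TGF-β response the study plotted, possibly from these libraries, so for it the count adjusted over the list alone is not independent evidence. Of its 13 genes, 7 were called at day 4 (7 adjusted over the list alone), with LOX, LOXL3, COL4A1, COL1A1 and COL1A2 higher and SMAD3 and LOXL4 lower. At day 7, 4 were called (4 adjusted over the list alone), with LOXL3 and COL4A1 higher and SMAD3 and LOXL4 lower. COL1A1 (chromosome 17, 50184101 to 50201632, ENSG00000108821) changed by +0.94 at day 4 (SE 0.049, edgeR adjusted p 1.96e-10) and by +0.19 at day 7 (SE 0.056, edgeR adjusted p 0.0135). Its effects differed by -0.75 (SE 0.074, edgeR adjusted p 1.15e-05). COL1A2 (chromosome 7, 94394895 to 94431227) changed by +0.61 and +0.079, with a difference of -0.53. COL3A1 (chromosome 2, 188974373 to 189012746) rose from 10293 ± 138 to 13049 ± 900 CPM at day 4 and fell from 10282 ± 162.5 to 7347 ± 109 CPM at day 7. Its log2 fold changes were +0.34 (edgeR adjusted p 4.18e-06) and -0.48 (8.52e-07), neither past 0.5, and the difference of -0.83 was called (7.17e-07). COL4A1 changed by +1.64 and +0.63. Its day 7 call was lost in 12 of the 14 fits without 1 library, with an adjusted p of up to 0.0310 without untreated day 7 replicate 1. These fits share 1 estimate of the spread with day 4, where COL4A1 varied more. It averaged 1634 ± 363 and 5083 ± 1014 CPM at day 4 and 1725 ± 8.68 and 2674 ± 61.9 CPM at day 7. Over 12 alternatives its day 7 adjusted p ranged from 1.65e-13 to 0.0106. COL4A1 overlaps COL4A2, which had 111% of its counts, and LOXL3 overlaps DOK1, which had 31.2%. SMAD3 fell from 106 ± 8.47 to 27.7 ± 1.21 CPM at day 4 and from 125 ± 2.29 to 27.5 ± 0.120 CPM at day 7. ACTA2, a marker of activated HSCs, averaged 1272 ± 473 and 1887 ± 390 CPM at day 4 and 866 ± 23.5 and 638 ± 14.9 CPM at day 7. Its changes of +0.57 (edgeR adjusted p 0.0557) and -0.44 (0.221) were not called. The day 7 change stayed uncalled over 12 alternatives, although its adjusted p ranged from 1.43e-10 (day 4 replicates 1 to 3 only) to 0.2504. With only the day 7 groups in the fit it was -0.44 (edgeR adjusted p 5.11e-10). The adjusted p of 0.221 thus reflects the spread at day 4, which the main fit shares. With replicate 4 as a batch term the day 4 change was +0.65 (edgeR adjusted p 1.63e-06, and 3.06e-11 to 0.196 over 12 alternatives) and was called, while with day 4 replicates 1 to 3 only it was +0.47 and was not. TIMP1, LOXL1 and LOXL2 were not called at either day.

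Of the 15 matrix genes, 8 were called at day 4 (8 adjusted over the list alone). Among them, COL1A1, COL1A2, COL5A1, IGFBP7, AEBP1 and FBN1 were higher and DCN was lower. At day 7, 6 were called (6 adjusted over the list alone), among them COL5A1, IGFBP7 and FBN1 (higher) and DCN and FBLN2 (lower). COL5A1 changed by +1.35 and +0.55, and FBN1 by +1.23 and +0.59, and for each the smaller day 7 effect was a called difference (-0.80 and -0.65). The difference for FBN1 lost its call in 3 of the 14 fits without 1 library, with an adjusted p of up to 0.0140 without TGFB1 day 7 replicate 2. The day 7 call of DCN (-0.58) was lost in 6 of these fits, with an adjusted p of up to 0.0236 without TGFB1 day 7 replicate 3. Here too the spread was shared with day 4. DCN averaged 518 ± 111 and 314 ± 60.6 CPM at day 4 and 387 ± 8.11 and 258 ± 5.46 CPM at day 7. LGALS3BP, THBS2, FBLN5, ADAMTS2, LUM and COL3A1 were not called at either day. THBS2 lay just under the fold change threshold at day 4 (+0.49) and passed it in 3 of the fits without 1 library, reaching +0.57 without TGFB1 day 4 replicate 4.

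Of the 11 transcription factors, 3 were called at day 4 (3 adjusted over the list alone), and MSC (+0.57), TBX3 (+0.58) and RUNX1 (+0.79) were all higher. At day 7, 3 were called (3 adjusted over the list alone), with TBX3 (+0.78) and RUNX1 (+0.71) higher and RARG (-0.53) lower. The call of TBX3 at day 4 was lost without TGFB1 day 4 replicate 4 (+0.46), and that of RARG at day 7 without untreated day 7 replicate 2 (-0.49). MSC overlaps MSC-AS1, which had 56.6% of its counts, HOXB4 overlaps HOXB3, which had 208%, and ELK4 overlaps a processed pseudogene, which had 67.1%. MEF2D, RFX5, HOXB4, TEAD3, NR3C1, ZNF469 and ELK4 were not called at either day. Of the 8 genes the study names as lower after ZNF469 knockout, 6 were called at day 4 (6 adjusted over the list alone) and 5 at day 7 (5 adjusted over the list alone). COL1A1, COL1A2 and FNDC1 (+1.54) were higher and INMT (-0.81), ADAMTSL2 (-0.75) and PTGDS (-2.21) lower at day 4. FNDC1 (+0.68) was higher and INMT (-2.34), ADAMTSL2 (-1.48), PTGDS (-2.42) and FMOD (-0.69) were lower at day 7. FMOD at day 4 (-0.47) passed the fold change threshold without replicate 4 of the untreated group (-0.53) or of the TGFB1 group (-0.50). The difference for FNDC1 (-0.86, edgeR adjusted p 0.00865) lost its call in 12 of the 14 fits without 1 library, with an adjusted p of up to 0.0277 without TGFB1 day 7 replicate 2.

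Of the 26 tests of 13 lists, camera called 12. All 12 held under fry, and 5 held under an estimated correlation. Those 5 were TGF-beta feedback genes at both days (median log2 fold changes +1.11 and +0.68, camera adjusted p 2.28e-06 and 6.39e-05), inflammatory genes at both days (-1.01 and -1.85, adjusted p 6.39e-05 and 1.47e-11) and the marker panel at day 4 (+0.34, adjusted p 0.00126). Inflammatory genes had a median of -0.89 at day 4 with CCL7, which reached 3 or fewer counts in all libraries of a group, set to its bound. The other calls were interferon response genes, which were lower at day 4 (-1.16, adjusted p 5.18e-05) and higher at day 7 (+0.59, adjusted p 0.00697), quiescence genes at day 4 (-0.83, adjusted p 0.0326), matrix genes at day 4 (+0.49, adjusted p 1.37e-04), collagens at day 4 (+0.60, adjusted p 1.30e-04), proliferation genes at day 7 (+0.47, adjusted p 2.45e-05) and cholesterol synthesis genes at day 7 (+0.20, adjusted p 0.0429). With scaling by total counts 11 were called, since quiescence genes at day 4 and cholesterol synthesis genes at day 7 lost their call and contractile genes at day 4 gained one. With day 4 replicates 1 to 3 only 16 were called, the same 12 with contractile genes at day 4 (adjusted p 0.00759 to 0.772 over 5 alternatives) and day 7 (0.0335 to 0.772), proliferation genes at day 4 (0.0348 to 0.877) and collagens at day 7 (0.0323 to 0.772). Fry called 17, the same 12 with the transcription factors at day 4, the knockout-reduced genes at both days, quiescence genes at day 7 and the marker panel at day 7. Fry gave the knockout-reduced genes as higher at day 4 and the marker panel as lower at day 7, each against the sign of its median. Quiescence genes had a median of -0.97 at day 7 (adjusted p 0.0504). Contractile genes (+0.37 and -0.33, adjusted p 0.197 and 0.232), hypoxia and glycolysis genes (+0.084 and -0.11, adjusted p 0.637 and 0.319) and the transcription factors (+0.13 and -0.062, adjusted p 0.327 and 0.606) were not called at either day. The knockout-reduced genes were not called either (-0.063 and -0.59, adjusted p 0.593 and 0.0504). The other tests without a call were collagens (+0.13, adjusted p 0.221), matrix genes (+0.079, adjusted p 0.484) and the marker panel (+0.039, adjusted p 0.612) at day 7 and proliferation (-0.13, adjusted p 0.612) and cholesterol synthesis genes (+0.16, adjusted p 0.279) at day 4.

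Single libraries decided some of the medians without a call. The median of the proliferation list at day 4 (-0.13) was -0.45 without TGFB1 replicate 4 and +0.052 without untreated replicate 4. That of the hypoxia list at day 4 (+0.084) was +0.15 and -0.014 without the same libraries. The day 7 median of the marker panel (+0.039) was +0.063 without untreated replicate 2. The day 7 median of the transcription factors (-0.062) was -0.10 without TGFB1 replicate 3 and -0.028 without TGFB1 replicate 2. The day 4 median of the knockout-reduced genes (-0.063) was -0.095 without untreated replicate 4.

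The difference between the effects was tested for the same lists. Interferon response genes had the largest median difference, +1.63, and all 14 tested genes lay above 0 (camera adjusted p 8.66e-21). Their summed expression fell from 306 ± 17.8 to 192 ± 1.42 CPM at day 4 and rose from 234 ± 0.669 to 270 ± 2.998 CPM at day 7. The median difference was -0.53 for the collagens (camera adjusted p 1.87e-09), with 27 of 34 genes below 0, and -0.52 with COL10A1 and COL20A1, which had 3 or fewer counts in all libraries of a group, set to their bounds. Of the 34 collagens tested, 18 were called higher and 2 lower at day 4, and 8 higher and 3 lower at day 7. The difference was called for 11, all below 0. With scaling by total counts the medians of the collagens were +0.37 at day 4, +0.074 at day 7 and -0.36 for the difference, while the median difference of all genes was +0.17. The contractile genes (-0.70) and the proliferation genes (+0.61) also had called differences with camera (adjusted p 8.11e-06 and 4.48e-07), but not with an estimated correlation (0.218 for both). Called differences below 0, also with an estimated correlation, were those of the feedback genes (-0.59, camera adjusted p 7.47e-09), inflammatory genes (-0.70, 3.95e-05), the marker panel (-0.53, 1.40e-10), matrix genes (-0.31, 1.57e-09) and knockout-reduced genes (-0.74, 2.01e-08). The transcription factors (-0.14, adjusted p 0.0322) were called only without it, and their call was lost with scaling by total counts. Cholesterol synthesis (+0.056, adjusted p 0.169), quiescence (+0.31, 0.218) and hypoxia genes (-0.20, 0.0650) were not called, though cholesterol synthesis and hypoxia genes were with total counts or with day 4 replicates 1 to 3 only, and quiescence genes were with fry. The proliferation value was +0.92 without TGFB1 day 4 replicate 4 and +0.37 without untreated day 4 replicate 4. Without the latter library the median of the hypoxia genes was -0.091 and that of the cholesterol synthesis genes +0.10, which was +0.037 without untreated day 7 replicate 1. That of the transcription factors was -0.091 without TGFB1 day 4 replicate 4.

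**Figure D4:**
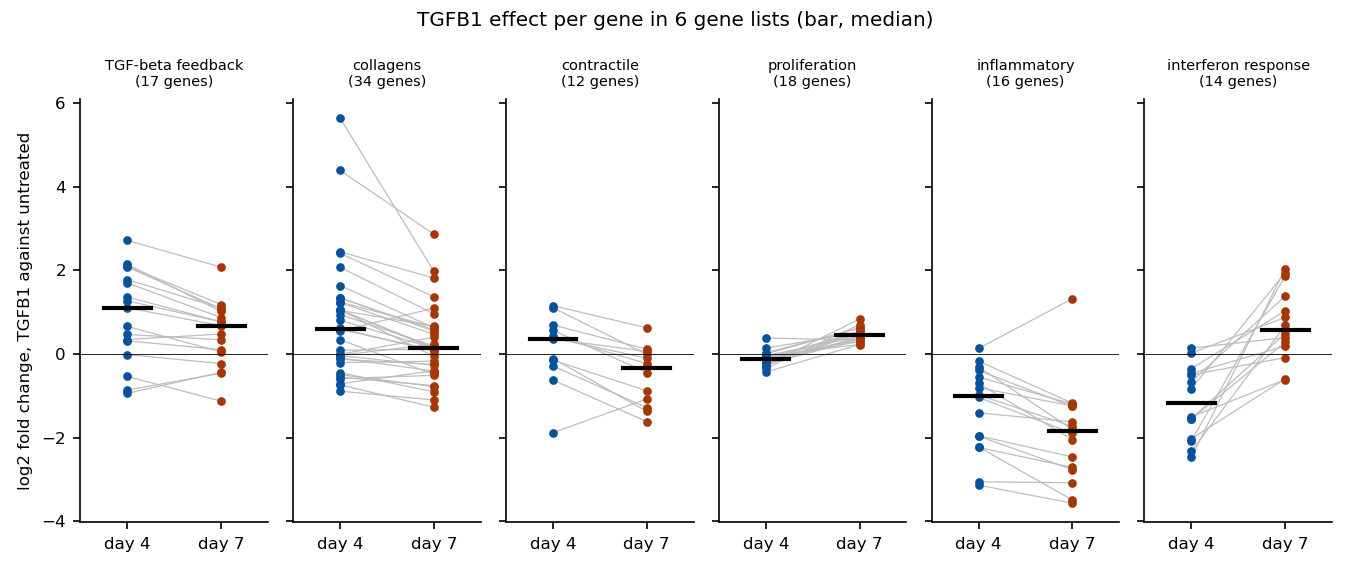
Log2 fold change of TGFB1 against untreated (y axes) at day 4 (x axis of each panel, left) and day 7 (right) for the tested genes of each list. The panels show the TGF-beta feedback, collagen, contractile, proliferation, inflammatory and interferon response lists. Lines join the values of a gene, and bars give the list median. The collagen median was +0.60 and +0.13 and the interferon median -1.16 and +0.59. Fitted values of COL10A1, COL20A1, CCL7 and OAS1 are no bounds, since each had a group at or under 3 counts.

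To see how the setting itself changed expression, day 7 was compared with day 4 within each arm. Day, surface and any batch that went with them cannot be separated there. Without TGFB1, 1312 genes differed, 611 higher and 701 lower at day 7. With TGFB1, 1737 genes differed, 884 higher and 853 lower. With day 4 replicates 1 to 3 only, these numbers were 1567 and 2086, of which 1228 and 1673 were shared. Scaling by total counts moved the share of higher calls from 50.9% to 70.8% in the TGFB1 arm. Proliferation genes were higher at day 7 in both arms (median +1.29 and +1.89). Interferon response genes were lower at day 7 without TGFB1 (-0.60) and higher with it (+1.12). The collagens differed little without TGFB1 (+0.072, or +0.053 with 2 genes at their bounds) and were lower at day 7 with it (-0.58). ACTA2 was lower at day 7 with TGFB1 (-1.56, edgeR adjusted p 1.86e-04) and was not called without it (-0.56, 0.105). Without TGFB1, day 4 replicates 1 to 3 (1480 to 1535 CPM) lay above the day 7 mean (866 ± 23.5 CPM). Replicate 4 (564 CPM) lay below it. ZNF469 was not called in either arm (+0.14 without and -0.34 with TGFB1, edgeR adjusted p 0.0950 and 6.70e-04).

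The study related ZNF469 to COL1A1 across patients. The same relation was measured here across libraries, after subtracting each group's mean from log2(CPM + 1). GC and length trends were not removed for it, so sequence bias stays open as a contributor. Over 14 libraries Pearson's r was 0.443 (permutation p 0.0685) and Spearman's rho was 0.653 (permutation p 0.0318). This was the only relation across libraries that was computed, and adjusted over its 2 measures the p-values were 0.0685 and 0.0636. Without the 2 libraries farthest from the median of ZNF469, untreated day 4 replicates 1 and 4, r was 0.622. Without untreated day 4 replicate 4 alone r was 0.653 and without TGFB1 day 4 replicate 3 it was 0.359. Within day 4 replicates 1 to 3 and all day 7 replicates (12 libraries) r was 0.843 (permutation p 0.0262) and rho was 0.804 (permutation p 0.0282), both with an adjusted value of 0.0282, and r without the 2 farthest libraries was 0.771.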

Values the study reported

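Across patients, the study reported that ZNF469 expression correlated with that of COL1A1, with R values of 0.67, 0.79 and 0.4 in MASLD cohorts and of 0.72, 0.56 and 0.83 in cohorts with interstitial pulmonary fibrosis. The study took forward 11 candidate transcription factors from its screen. It described 15 of 26 genes as belonging to the collagen-containing extracellular matrix. It counted 582 genes as upregulated and 143 as downregulated in livers with F2/F3 MASH against normal histology.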

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

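The tests of a later culture state in replicate 4, of marker transcripts averaging under 5 CPM, of the collagen levels without TGFB1 and of the scaling of the day 4 effect of ZNF469 were chosen only after the results were seen.

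In the day 4 groups of 4 libraries, 33 of 140 combinations of a group with a named gene or 1 of 6 library measures (totals, scaling factor and shares of the counts) held a library far from the other 3, where chance gives 7. All 33 were genes, and 31 were replicate 4. Untreated replicate 4 lay above the other replicates for LOXL4 (216 CPM against 184 to 187), DCN (684 against 448 to 470), XYLT1 (50.9 against 35.7 to 37.9), ADH1B (54.7 against 21.9 to 23.6), SLC6A4 (32.8 against 19.8 to 21.4) and COLEC12 (25.1 against 15.3 to 15.7). It lay below them for ACTA2 (564 against 1480 to 1535), COL4A1 (1093 against 1772 to 1866), IGFBP7 (814 against 982 to 1013), FBLN5 (251 against 278 to 283) and TEAD3 (69.2 against 81.9 to 82.6). It was also below them for PTGDS (22.6 CPM), FMOD (78.6), FNDC1 (13.0), XRCC4 (3.67), HAPLN1 (6.52), IFI6 (15.3), IFIT1 (16.5), BMP6 (10.7) and CCL2 (87.8). TGFB1 replicate 4 lay above the others for DCN (404 CPM against 280 to 287), TBX3 (34.2 against 25.2 to 26.2), PCDH9 (14.8 against 9.19 to 9.60), COLEC12 (1.03 against 0.515 to 0.560), CHRM2 (5.90 against 1.64 to 2.20) and ADH1B, where its 3 counts (0.09995 CPM) stood against 0. It lay below them for ACTA2 (1306 against 2043 to 2131), COL4A1 (3567 against 5499 to 5705), THBS2 (2662 against 3405 to 3480), TEAD3 (84.1 against 95.8 to 98.1) and FNDC1 (38.9 against 56.0 to 58.4). The 2 other cases were ZNF469 in TGFB1 replicate 3 (74.1 CPM against 68.6 to 69.5) and CDKN2B in TGFB1 replicate 1 (435 against 412 to 416). These 2 are fewer than chance gives, and the cause was not tested.

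Replicate 4 deviated from replicates 1 to 3 in the same genes in both arms, with a correlation of 0.261 across genes between the arms, and 433 (untreated) and 583 (TGFB1) genes deviated by more than 1 on the log2 scale. With all libraries thinned to the lowest total the correlation was 0.265, against at most 0.0887 for replicates 1 to 3, and with GC and length trends removed it was 0.267, against at most 0.0888. Both values argue against depth and sequence bias as the cause. An exchange of treatment labels is excluded by the treatment axis of replicates 1 to 3 (0 untreated, 1 TGFB1), on which untreated replicate 4 lay at 0.0093 and TGFB1 replicate 4 at 0.846. A wrong label of another kind was not tested. For reads of other cell types, the largest rise in summed marker expression shared by both arms was -0.244 CPM over the full lists of immune, hepatocyte, endothelial and cholangiocyte markers, which decides nothing, since 1, 0, 2 and 2 of the markers in the 4 lists average 5 CPM or more in these cultures. Over markers that average under 5 CPM here, the largest shared rise was 0.879 CPM (endothelial cells). Endothelial (2.28 and 0.879 CPM) and cholangiocyte sums (0.445 and 1.23 CPM) rose in both arms, while immune and hepatocyte sums did not. These rises have the direction that reads of other cells would give. By the limit set for this test the shared rise of 0.879 CPM was too small for such reads. That limit was chosen with the test, after the results were seen, and was not derived from a share of other cells. The endothelial markers also disagreed, since KDR and CDH5 rose in both arms and VWF fell in both. Endothelial cells and cholangiocytes are thus not shown as a cause and stay open. Replicate 4 may also have been partly in a later culture state. Its deviation correlated across genes with the change from day 4 to day 7, with r 0.167 in the untreated and 0.307 in the TGFB1 arm, where any of replicates 1 to 3 in its place gave at most 0.0058 and 0.0232 in size. Proliferation genes were higher in replicate 4 (median +0.63 and +1.10) and contractile genes lower (-0.67 and -0.46). At day 7 proliferation genes were also higher (+1.29 and +1.89) and contractile genes lower (-0.24 and -1.08). Other values go against it. Inflammatory genes were lower in replicate 4 (-0.38 and -0.16) and higher at day 7 (+1.35 and +0.58), and untreated replicate 4 did not share the place of untreated day 7 on the treatment axis (0.336). This is a hypothesis from the same data, and a batch of culture or library preparation that the labels do not record stays open.

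The effect of TGFB1 differed between day 7 and day 4 for 24 of the 64 named genes at the calling thresholds. By adjusted p alone it also differed for LOX (-0.49, edgeR adjusted p 6.72e-04), ADAMTS2 (-0.31, 0.00835) and ZNF469 (-0.48). ZNF469 lost this with scaling by total counts (edgeR adjusted p 0.0299, and 3.79e-06 to 0.0299 over 11 alternatives). It also lost it in 3 of the fits without 1 library (up to 0.0122 without TGFB1 day 7 replicate 1). Among the study's genes the differences were LOXL4 -0.59, LOXL2 -0.58, COL3A1 -0.83, COL1A1 -0.75, COL1A2 -0.53, COL5A1 -0.80, FBN1 -0.65, MSC -0.76, INMT -1.53 and FNDC1 -0.86. Among the top genes they were XRCC4 -1.11, CDKN2B -1.37, HAPLN1 -0.72, XYLT1 -1.09, C3 -1.04, BMP6 -1.995, CRISPLD2 -1.81, CCL2 -1.49 and PTPRN -1.39 below 0, and IFI6 2.04, IFIT1 2.03, DGKI 1.87, OAS3 1.84 and SLC40A1 1.62 above 0. The calls of LOXL4, COL1A2, LOXL2, FBN1, FNDC1 and HAPLN1 were each lost in 1 of 11 alternatives. Over these alternatives the difference nearest to 0 was -0.42 for LOXL4 and -0.36 for COL1A2. The calls of LOXL2 and HAPLN1 were lost in 10 and 12 of the 14 fits that each left out 1 library, with an adjusted p of up to 0.0218 (LOXL2, without TGFB1 day 7 replicate 2) and 0.0284 (HAPLN1, without untreated day 7 replicate 3). Those of FNDC1, SLC40A1 and FBN1 were lost in 12, 8 and 3 of these fits, with an adjusted p of up to 0.0277 (FNDC1, without TGFB1 day 7 replicate 2), 0.0545 (SLC40A1, without TGFB1 day 7 replicate 1) and 0.0140 (FBN1, without TGFB1 day 7 replicate 2). In 100 relabelings of the libraries within each day, 3 gave at least 411 called differences. These were the real labels, the labels with day 7 exchanged in full (4407 genes), which turns the difference into a sum, and a labelling with 4 of the 6 day 7 labels exchanged (1004 genes). The remaining relabelings put treated and untreated libraries into 1 group, which widens the spread. Their counts therefore give no null for the difference and decide nothing about it.

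For ZNF469, the effects of opposite sign at the 2 days were examined against technical causes. Over 3 other scalings the difference nearest to 0 was -0.307 (SE 0.0966), with total counts. That scaling moved the median difference of all genes by +0.17, so this value was fixed by the shift and decides nothing. With DESeq2 size factors and upper-quartile scaling the difference was -0.49 and -0.50. The difference was -0.472 with the GC trend removed and -0.502 with the length trend removed. It was -0.475 with all libraries thinned to the lowest total and -0.563 without both replicate 4 libraries. These values argue against sequence bias, depth and replicate 4 as the whole cause of the difference. They also argue against the choice among TMM, DESeq2 and upper-quartile scaling, but not against a shift that all of these share. The opposite sign rests on the rise at day 4, which was +0.19 with DESeq2 size factors and +0.21 with upper-quartile scaling. Scaling by total counts gave -0.056, but it moved the median of all genes by -0.23, so that value was fixed by the shift and decides nothing about ZNF469. Whether ZNF469 rose in absolute level or only relative to most genes stays open. Surface and day cannot be told apart either, since 0 groups held day 4 on NOCOAT or day 7 on COLCOAT. A lower level of ZNF469 with TGFB1 in the later setting is thus open as a biological difference between the settings, with day and surface as untested candidates. A batch of culture or library preparation that went with day, which the labels would not show, stays open too.

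The collagens had smaller effects of TGFB1 at day 7. Their median difference was highest at -0.359 over 3 other scalings, and highest at -0.537 with the GC or length trend removed. The value of -0.359 came from total counts, which moved the median of all genes by +0.17, so it decides nothing about scaling. DESeq2 size factors and upper-quartile scaling gave -0.54 and -0.55. A rise of collagens in untreated cultures would shrink the effect at day 7, but their median change without TGFB1 was +0.072 (+0.053 with 2 genes at their bounds), while with TGFB1 it was -0.58. The smaller effect therefore came with lower levels in TGFB1 cultures at day 7. A candidate explanation is that the collagen response to TGF-β faded with time or was weaker on the other surface. An unrecorded batch that went with day is another, and no test here separates these.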

How the results depend on the processing

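Scaling by total counts, replicate 4 as a batch term, replicates 1 to 3 only at day 4, and removal of GC or length trends were chosen after seeing the data. With any other scaling than total counts, the DESeq2 Wald test, either filter, or the GC or length trend removed, the number of called genes stayed within 1.5 times for all 5 comparisons. With only the compared groups in the fit this held for 4, since that setting gives no fit for the difference between the effects. Each count also stayed within that range when any 1 library was left out, except for the difference between the effects, which ranged from 300 to 817 genes, with 817 without TGFB1 day 4 replicate 4.

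Without a fold change threshold the calls were 5694 at day 4, 4011 at day 7, 797 for the difference, 3575 for day 7 against day 4 without TGFB1 and 4526 with it. With an absolute log2 fold change above 1 they were 1241, 825, 124, 494 and 739. For the difference alone, other settings also moved the count of 411 by more than 1.5 times: 731 at an adjusted p of at most 0.05, 684 with total counts, 815 with replicate 4 as a batch term and 882 with day 4 replicates 1 to 3 only. For the other settings that moved a count, apart from the thresholds, the cause was not tested. With total counts the share of upward calls fell from 38.01% to 15.9% at day 4 (3581 calls). It rose from 44.8% to 81.1% for the difference and from 50.9% to 70.8% for day 7 against day 4 with TGFB1, because that scaling shifted the median of all genes by -0.23, +0.17 and +0.14.

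The replicate numbers did not pair the libraries. The deviations of untreated and TGFB1 libraries with the same number correlated between -2.20e-04 and 0.083 for day 4 replicates 1 to 3 and between -0.045 and 0.049 at day 7, and at 0.261 for replicate 4. With a replicate block the calls were 2600 at day 4, 1978 at day 7, 781 for the difference, 1541 without and 2007 with TGFB1. ACTA2 at day 4 was then called (+0.65, edgeR adjusted p 9.05e-06, and 3.06e-11 to 0.196 over 12 alternatives). The block called contractile genes at day 4 and the difference for hypoxia genes, and it changed no other call of a list or named gene.

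ZNF469 stayed higher at day 4 under every setting except total counts (-0.056), and lower at day 7 under every setting. With total counts its difference of -0.48 was weaker (-0.31, edgeR adjusted p 0.0299, and 3.79e-06 to 0.0299 over 11 alternatives) and no longer passed 0.01. The difference passed the fold change threshold with upper-quartile scaling (-0.50), no filter (-0.50), day 4 replicates 1 to 3 only (-0.56) and the length trend removed (-0.50), and ranged from -0.55 (without untreated day 4 replicate 4) to -0.43 (without untreated day 4 replicate 1) without 1 library. Total counts also reversed TIMP1 at day 4 (-0.023) and day 7 (-0.021), LOXL1 (-0.013), FBLN5 (-0.025), ADAMTS2 (-0.080) and MEF2D (-0.10) at day 4, and NR3C1 at day 7 (-6.33e-04). At day 7, removing the GC trend reversed THBS2 (3.37e-04) and TEAD3 (0.014), and removing the length trend reversed THBS2 (0.0086) and ELK4 (0.029). Leaving out 1 library reversed ELK4 at day 7 (-0.047 to 0.042, highest without TGFB1 day 7 replicate 2) and LGALS3BP at day 4 (-0.10 to 0.0088, highest without TGFB1 day 4 replicate 4). None of these reversed genes was called, and apart from the scaling shift the cause was not tested. Of 150 results for named genes other than ZNF469, total counts changed 26 (13 weaker, 6 stronger, 7 reversed), leaving out 1 library changed 14, and each other setting changed at most 4, with only the compared groups run for 126 of them.

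Without a fold change threshold, the marker panel had 7 calls at day 7, the matrix genes 13 at day 4 and 10 at day 7, and the transcription factors 6 and 5. Of the 26 list tests, 5 were called with an estimated correlation, which widens the error of a list, 17 with fry and 16 with day 4 replicates 1 to 3 only. The direction of uncalled lists reversed for hypoxia genes at day 4 under fry (adjusted p 0.388, and 0.388 to 0.877 over 5 alternatives) and for proliferation genes at day 4 under total counts (adjusted p 0.591, and 0.0348 to 0.877 over 5 alternatives). The correlation of ZNF469 with COL1A1 was 0.843 in day 4 replicates 1 to 3 and all of day 7, and 0.359 (without TGFB1 day 4 replicate 3) to 0.653 (without untreated day 4 replicate 4) without 1 library.

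The planned fits of run 1 only, run 2 only and each run as a separate sample were not run, since the deposited counts had the runs merged. No depth test was run for genes in general. Bounds are given only where every library of a group had 3 or fewer counts.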

Other observations

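All 3 tests of the shift of untreated day 7 cultures, and the tests of XRCC4 by a constant share of reads and by transcripts reaching VCAN, as well as the test of immune transcripts averaging under 5 CPM, were chosen only after the results were seen.

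The interferon response genes moved in opposite directions under TGFB1 in the 2 settings. Of 14 tested genes, 12 were lower at day 4 (8 called) and 11 were higher at day 7 (6 called), with 9 doing both, and the difference was called for 12. The 2 called lower at day 7 were IFIT2 and IFIT3, named after their values were seen. Scaling does not explain the pattern, since the median difference was at least 1.61 over 3 other scalings with 14 genes above 0. Neither do sequence bias (1.63 with GC or length trends removed) or any 1 library (at least 1.59 in 14 fits without 1 library). The summed expression of immune cell markers reached 145 CPM and rose by 14.1 CPM with TGFB1 at day 7, but nearly all of it was SRGN (129 and 143 CPM at day 7), 1 of the 6 immune markers counted and the only 1 averaging 5 CPM or more here, so that sum decides nothing. The immune markers that average under 5 CPM summed to at most 0.986 CPM in any library, while the interferon sum rose by 36.3 CPM, which argues against immune cells as the source. Whether surface or day matters cannot be told apart, since 0 groups held the other combinations. A biological difference in interferon signaling between the settings is a candidate explanation that these data leave open. They also leave open an unrecorded batch of culture or library preparation that went with day. Without TGFB1 the list was lower at day 7 (-0.60), so the pattern includes a change in untreated cultures.

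Untreated cultures of day 7 differed from untreated cultures of day 4 in the direction of the day 4 effect of TGFB1. Across genes, which are not independent replicates, the correlation of the changes was 0.516. Both changes share the untreated day 4 libraries, and unchanged groups simulated against the same libraries gave 0.465, so the pooled value says little. With the untreated day 4 libraries divided so that each change had its own libraries, the correlation was 0.396 (0.335 to 0.464 over 6 divisions), against 0.0031 in simulated groups with separate libraries. It was 0.401 with GC and length trends removed and 0.355 with replicates 1 to 3. In these divisions 82.6% of the genes called at day 4 (80.2% to 85.3%) shifted the same way, with a slope of 0.329, though these genes were called with all 4 untreated libraries. On the axis from untreated (0) to TGFB1 (1) at day 4, untreated day 7 libraries lay at 0.336 ± 0.0027 (n = 3) and TGFB1 day 7 libraries at 0.931 ± 0.0085 (n = 3), and this axis too is built on untreated day 4 libraries. Shared libraries, sequence bias and replicate 4 are thus not the whole cause. Activation of untreated HSCs in the later setting is 1 hypothesis for this, and values of the same comparison go both ways. Going with it, TGF-beta feedback genes were higher at day 7 (+0.39, 12 of 17 genes), as were proliferation genes (+1.29, 18 of 18). Quiescence genes were lower (-0.37, with 2 of 11 genes above 0). Other values go against it. Contractile genes were lower at day 7 (-0.24, with 2 of 12 genes above 0), and ACTA2 was not higher (-0.56, not called). Inflammatory genes were higher (+1.35, 14 of 16 genes), opposite to their day 4 response to TGFB1 (-1.01). Collagens changed by +0.072 with 21 of 34 genes above 0, which decides nothing. Surface, day and any unrecorded batch that went with them were not separated.

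XRCC4 had the largest increase of the named genes at day 4. The gene starts within 366 bp shared with TMEM167A on the other strand, and in mean expression TMEM167A rose by 24.1 CPM against 40.9 CPM for XRCC4. Reads from that gene could therefore contribute to the counts of XRCC4 if strand was ignored. They are not a constant share of the reads of TMEM167A, since the log2 fold change of XRCC4 exceeded that of TMEM167A (+0.51) by 2.65. VCAN starts 117830 bp after the end of XRCC4 on the same strand and rose by 1.45 at day 4 and by 0.47 at day 7. Transcripts running from XRCC4 into VCAN may add to the pattern, but counts per gene cannot tell these from expression of XRCC4 itself. A check of reads per exon would be needed.

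The number of called genes was compared with other splits of the same libraries. At day 4, 1 of the 35 splits (the real one) gave 2510 or more genes, the smallest share this design allows, and no other split gave any call. At day 7, 1 of the 10 splits did, which is the smallest share that 3 against 3 allows and so decides nothing. For the difference between the effects, 3 of 100 relabelings gave as many, described above with their limit. For day 7 against day 4, 1 of the 35 splits in each arm, again the real one and the smallest share possible, gave as many genes. The next largest, with 623 and 1280 genes, grouped day 4 replicate 4 with the day 7 libraries.

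Summed over the markers of each list that average under 5 CPM, the change from replicates 1 to 3 to replicate 4 was -0.179 and 0.061 CPM for immune cells, 0.496 and -0.244 for hepatocytes, 2.28 and 0.879 for endothelial cells and 0.445 and 1.23 for cholangiocytes (untreated and TGFB1). The endothelial sum went from 4.61 to 6.89 CPM and from 2.35 to 3.23 CPM. KDR (3.74 to 6.43 and 1.68 to 2.67 CPM) and CDH5 (8.79 to 14.3 and 1.74 to 2.80 CPM) rose in both arms, while VWF fell (0.723 to 0.395 and 0.557 to 0.433 CPM) and PECAM1 stayed at 0.150 CPM or less.

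The correlation of ZNF469 with COL1A1 within groups was 0.443. That is lower than the highest values quoted from the study above, which were measured across patients. With day 4 replicates 1 to 3 and all of day 7 it was 0.843, which is not lower than any of them.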
